A study of Picea abies with 36 samples. Its data were reported in "A conserved graft formation process in Norway spruce and Arabidopsis identifies the PAT gene family as central regulators of wound healing" (2024).

How the data were processed

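RNA-seq was performed on the middle hypocotyl (the stem below the cotyledons) of Norway spruce (Picea abies) seedlings. Per the labels, a lanolin paste with 50 mM indole-3-acetic acid (IAA, an auxin), with 135 mM 6-benzylaminopurine (BAP, a synthetic cytokinin), with both hormones (BAP+IAA) or with neither (mock) was applied, and tissue was collected after 5, 10 and 15 days. Each of the 12 groups had 3 libraries, and each library was made from several pooled plants, 36 libraries in all. The dose of BAP is given in mM in the labels and in the methods of the study, whereas a figure legend of the study gives it in µM, so the applied dose is uncertain. The length of tissue collected is also given in different ways within the study.

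The authors removed ribosomal RNA reads with SortMeRNA, filtered the reads with fastp, aligned them to the first version of the P. abies genome with STAR and counted reads per gene with HTSeq in reverse-strand mode. The deposited values are these counts, whole numbers of reads per gene that were not normalized. The authors themselves called differentially expressed genes with DESeq2, and those calls were not used here. The study's methods do not say how reads with several alignments were treated, so values of genes with near-identical copies, such as members of the laccase and pectin methyl esterase (PME) families, are uncertain. The table held 70736 genes, of which 17643 had no count in any library, and 0 of its columns were left without a sample. No row other than genes was found in it. Gene IDs are those of the table. A genome annotation was not used here, so coordinates, GC content and gene length were not analysed here. Names were taken from the study's own pairs of names and IDs for 14 genes, all of which were in the table.

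Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept with edgeR's filterByExpr on the 12 groups, which left 38732 genes holding 99.9% of all counts. Library sizes were scaled with TMM factors, which lay between 0.952 and 1.07. One model with a mean for each of the 12 groups was fitted to all 36 libraries (glmQLFit, robust), with 24 residual degrees of freedom and a common biological coefficient of variation of 20.9%. Contrasts were tested two-sided with the quasi-likelihood F-test, and a gene was called at a Benjamini-Hochberg adjusted P below 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. CPM denotes counts scaled by the TMM-adjusted library size, as edgeR's cpm function gives them. The contrasts were each hormone against the mock of the same day, the average of these over the days, mock day 10 and mock day 15 against mock day 5, BAP+IAA against each single hormone, the BAP by IAA interaction within a day (BAP+IAA minus IAA minus BAP plus mock, on the log2 scale), and the change of each response between day 5 and day 15. Comparisons on 1 day were of 3 libraries against 3.

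Hormone-responsive sets were counted from those calls: genes called in 1 direction under a single hormone and not in that direction under BAP+IAA, either on any day or on all 3 days. The all-days sets leave out only genes that were called in that direction under BAP+IAA on all 3 days. Variance was partitioned on log2 CPM (prior count 2) by permutational analysis of variance with 100000 permutations of treatment within day or of day within treatment. Gene lists given by the study (laccase, PME, beta-1,4-glucanase, pectate and pectin lyase, and graft transcription factors) were tested with limma's camera (correlation between genes preset at 0.01), adjusted over the 10 list tests, and by Fisher's exact test of the share called (two-sided). The graft transcription factors were selected by the study on graft libraries that were not used here, and 1 entry of the laccase list carries a pectinesterase annotation. Comparisons that share mock libraries were set beside 5 simulations in which no group differed from the mock. Where all libraries of a group were at 0, a fold was computed against a floor of 3 counts over the group and is a lower bound. Intervals of count ratios are exact conditional 95% intervals. Floors and intervals cover counting error only, since the reads carried no molecular identifiers that were used here.

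The genes named in the text were fixed before the data were examined: the 14 genes that the study names with an ID, and by ID, for IAA and for BAP, the 2 genes that rose most and the 2 that fell most in the average of days among genes called in the same direction on all 3 days, with a mean of at least 1 CPM and with all 9 hormone libraries on the same side of the mock mean of the day. The main tests and all alternatives but 1 were also fixed before the data were examined. The alternatives were RLE size factors, no low-count filter, the replicate number as a block, an adjusted P below 0.01, TREAT (a test against the fold threshold itself), DESeq2 1.42.0, fits to the libraries of 1 day or of 1 comparison, fry and an estimated correlation for the lists, another definition of the hormone sets, other prior counts and gene numbers for the variance, and leaving out each library in turn. Thinning every library to the lowest total was added after the data were seen.

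Total counts per library ranged from 13188942 to 23110495 with a median of 15604871. The 10 genes of highest count held between 3.68% and 5.75% of a library. Replicates of a group were compared over genes with at least 20 counts, and the chi-square per degree of freedom lay between 7.31 and 17.4 over the 36 pairs, so no pair agreed within counting noise and each library was counted once. The test was checked on simulated counts for IAA against mock on day 5 over 38732 genes, with 200 genes changed by a log2 fold change of 2. These 200 were drawn from genes with a mean above 1 CPM in mock day 5, so recovery at lower counts was not checked. The test recovered 180 of them (90%) and called 1 other gene. DESeq2 recovered 93.5% and called 9 other genes.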

Results

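To describe how the spruce hypocotyl responds to auxin and cytokinin, which the study needed because hormone-responsive genes of this tissue were poorly known, 36 RNA-seq libraries of mock, IAA, BAP and BAP+IAA treated seedlings were analysed after 5, 10 and 15 days, with 3 libraries in each of the 12 groups. Total counts ranged from 13188942 to 23110495 per library. Between 40720 and 43696 genes had at least 1 count in a library, and 38732 genes were tested. Tests are edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment unless another is named.

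The first question was how many genes each hormone changed against the mock of the same day. IAA changed 9107 genes on day 5, 7236 on day 10 and 6140 on day 15. Of these, 4366, 3895 and 3819 were higher and 4741, 3341 and 2321 were lower. BAP changed 3428, 4990 and 5882 genes on the same days, with 1177, 1933 and 2710 higher and 2251, 3057 and 3172 lower. BAP+IAA changed 8197, 8349 and 8741 genes, with 3950, 3891 and 4402 higher and 4247, 4458 and 4339 lower. In the average of days, 8038 genes were called under IAA, 5914 under BAP and 9383 under BAP+IAA. As a background measured in the same way, mock libraries of day 10 differed from those of day 5 in 22 genes and those of day 15 in 422 genes. Of all alternatives, TREAT moved the counts of the hormone comparisons most, to 4701 genes for IAA and 676 genes for BAP on day 5, since it tests against the fold threshold itself. The counts in the mock comparisons depended on single libraries and on the tool. DESeq2 called 188 and 762 genes there. The comparison of day 10 with day 5 gave 7, 3 and 36 genes without mock day 5 replicates 1, 2 and 3, and 11, 1 and 13 genes without mock day 10 replicates 1, 2 and 3. That of day 15 with day 5 gave 110 genes without mock day 5 replicate 1 and 157 and 261 genes without mock day 15 replicates 2 and 3.

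**Figure D1:**
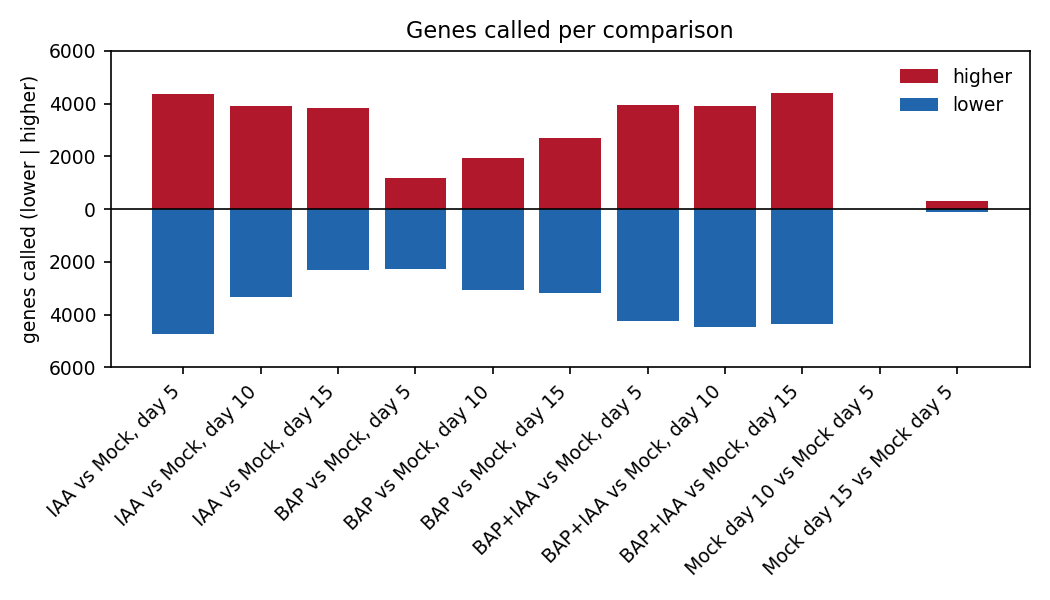
Genes called higher (red, upward bars) and lower (blue, downward bars) in each hormone comparison with the mock of the same day and in the comparisons between mock days, 3 libraries against 3. The bars of the mock comparisons (22 and 422 genes in all) are short beside those of the hormones (3428 to 9107 genes).

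Whether libraries grouped by hormone or by day was examined over all tested genes. Treatment held 55.6% of the variance of log2 CPM, day 11.2% and the treatment by day term 12.8%. In permutation tests (100000 permutations) both treatment and day had P = 1e-05, the smallest value that these permutations can give, and the treatment by day share was not tested. Over the 500 most variable genes the treatment by day share was 9.36%. The 2 leading principal components held 32.1% and 22.6% of the variance. Distances were measured as the root mean square difference in log2 CPM. On day 5, each of the 3 BAP+IAA libraries was nearer to the IAA libraries (0.898 to 0.927) than to the BAP libraries (1.01 to 1.13). On days 10 and 15, each of the 6 BAP+IAA libraries was nearer to the BAP libraries (0.866 to 1.07) than to the IAA libraries (1.24 to 1.34). No P is given for the change of these distances between days, since the BAP+IAA libraries of a day are measured against the same IAA and BAP libraries and are not independent.

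**Figure D2:**
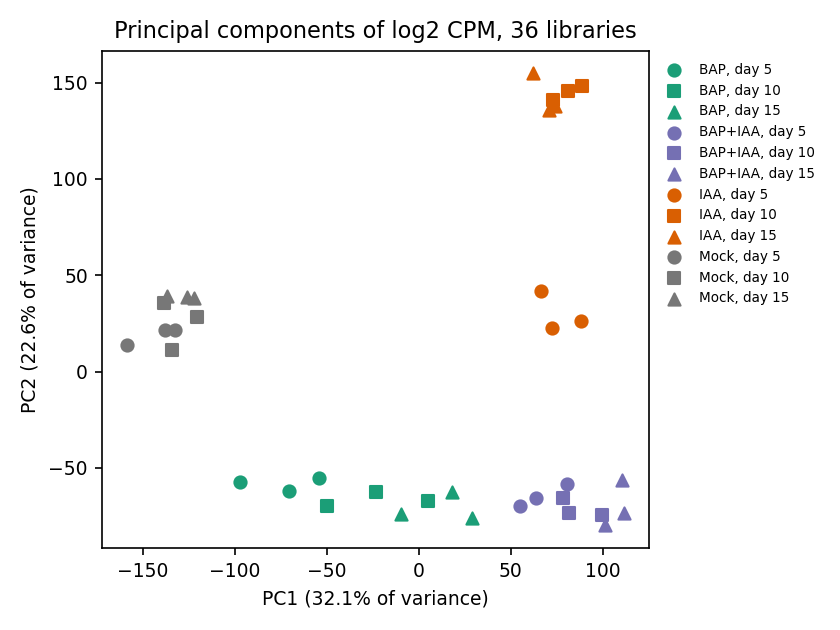
Principal components 1 and 2 of log2 CPM (32.1% and 22.6% of the variance, both axes in component scores) for 36 libraries, with colour for the treatment and marker shape for the day. BAP libraries lie between mock and BAP+IAA libraries on component 1, and the IAA libraries of day 5 (22.5 to 41.6 on component 2) lie apart from those of days 10 and 15 (136 to 155).

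The study worded its hormone-responsive genes as induced on each of the 3 days, and only where auxin or cytokinin was present alone. This was read here as a change under a single hormone and not under the combination. The wording could also exclude the other single hormone. Both a change on all 3 days and a change on any day were counted. Counted over any day, 2490 genes were induced and 1867 repressed under IAA and not in that direction under BAP+IAA. For BAP, 637 genes were induced and 837 repressed. When the call had to be made on all 3 days, the sets held 889 and 474 genes for IAA and 234 and 385 genes for BAP. These sets leave out a gene only if it was called under BAP+IAA on all 3 days, so genes called there on fewer days remain. On all days the fitted BAP+IAA change, called or not, had the direction of the set in 62.0% and 80.6% of the IAA genes. For the BAP sets these shares were 70.9% and 79.2%. A gene past the threshold in one treatment and not in the other is not shown to differ between them, so the treatments were also compared directly. A difference between the single hormone and BAP+IAA on at least 1 day in the direction of the set, at an adjusted P below 0.05, was shown for 1817 auxin-induced (73.0%), 1054 auxin-repressed (56.5%), 251 cytokinin-induced (39.4%) and 529 cytokinin-repressed genes (63.2%) of the any-day sets. The 4 sets held 5282 different genes. Summed over the sets, with a gene in more than 1 set counted in each, this makes 3651 of 5831 (62.6%), and for 2180 a difference was not shown. In the all-days sets such a difference was shown for 86.2% of auxin-induced, 65.6% of auxin-repressed, 71.8% of cytokinin-induced and 60.3% of cytokinin-repressed genes. Under TREAT the any-day set of genes repressed under IAA fell to 909 genes and those of genes induced and repressed under BAP to 186 and 227 genes.

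IAA and BAP changed many genes in common. On days 5, 10 and 15, 2177, 2316 and 2654 genes were called under both hormones, and 90.8%, 86.3% and 90.4% of these had the same direction. In 5 simulations of groups that did not differ from the shared mock libraries, edgeR called 0 genes under both, with a mean of 1800, 1790 and 1835 genes at an unadjusted P below 0.05 for the simulated IAA groups of days 5, 10 and 15 (DESeq2 was not run on them). Across genes, which are not independent replicates, the log2 fold changes of IAA and BAP had correlations of 0.47, 0.42 and 0.47 and the same sign in 70.8%, 67.2% and 69.3% of genes. The simulated groups gave mean correlations of 0.51, 0.51 and 0.50 and the same sign in 67.4%, 67.6% and 67.3%. All differences in them are noise, so the shared mock libraries weigh more there than in data with hormone effects. No correlation was computed with separate mock libraries. How much of the observed correlations comes from the shared mock libraries is therefore open. BAP+IAA had correlations of 0.79, 0.59 and 0.64 with IAA and of 0.65, 0.71 and 0.83 with BAP. The simulated means were between 0.50 and 0.51, with the same limit.

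What the second hormone added was tested directly. In the average of days, BAP+IAA differed from IAA in 5793 genes (2278 higher, 3515 lower) and from BAP in 4563 genes (2765 higher, 1798 lower). The BAP by IAA interaction was called in 2974 genes on day 5, 3271 on day 10 and 2572 on day 15. Its sign was opposite to the sum of the single-hormone effects in 98.0%, 90.3% and 91.5% of these genes. In a linear fit across genes of the BAP+IAA effect on both single effects, the slope on the IAA effect was 0.62 on day 5 and 0.36 on both later days, and the slope on the BAP effect was 0.56, 0.80 and 0.88. The 3 effects share their mock libraries, and in the 5 simulations of groups that did not differ from mock the slopes had means of 0.34, 0.34 and 0.33 on the IAA effect (at most 0.36, 0.36 and 0.34) and of 0.33, 0.34 and 0.34 on the BAP effect. The slopes of 0.36 are thus close to what the shared mock libraries give without any change. With a separate mock library for each effect, the mean slopes over the 6 assignments of the mock libraries were 0.59, 0.34 and 0.32 on the IAA effect and 0.44, 0.69 and 0.80 on the BAP effect. The slopes on the IAA effect of the later days thus remained when no mock library was shared.

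Whether a response changed over the time course was tested between day 5 and day 15. The response to IAA changed in 3266 genes (2264 upward, 1002 downward), that to BAP in 484 genes (269 upward, 215 downward) and that to BAP+IAA in 1233 genes (538 upward, 695 downward). The BAP count rested partly on single libraries. It was 288 without BAP day 5 replicate 1, 314 without BAP day 15 replicate 2 and 254 without BAP day 15 replicate 3.

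The study asked whether auxin alters genes of the cell wall. For the average of days, the median log2 fold change under IAA was 2.89 over 23 beta-1,4-glucanase genes (camera, adjusted P = 4.17e-05) and 0.53 over 61 graft transcription factors (adjusted P = 1.51e-07). It was -1.29 over 62 laccase genes (adjusted P = 0.0631), 0.42 over 55 PME genes (adjusted P = 0.0775) and 0.23 over 32 pectate and pectin lyase genes (adjusted P = 0.527), none of which passed. Under BAP the median was -2.18 over the laccase genes (adjusted P = 3.67e-10). The other lists had medians under BAP of -0.10 (PME), -0.09 (beta-1,4-glucanase), -0.07 (pectate and pectin lyase) and 0.25 (graft transcription factors), with adjusted P between 0.527 and 0.724. In camera with an estimated correlation between genes, the graft transcription factors under IAA (adjusted P = 0.0129) and the laccases under BAP (adjusted P = 0.0480) held. The glucanases under IAA (adjusted P = 0.0719) did not. All 3 held under fry, which tests whether the genes of a list change at all and not whether they change more than others. The medians were the same when genes with a group at 0 counts were set to their bound. For PME genes under BAP the median and mean (-0.18) were below 0 while camera ranked the list upward, and for glucanases under BAP the median was below 0 while the mean (0.11) and camera were above it. No direction is given for these lists or for the lyases under BAP, none of which was past the threshold, since their medians changed sign in fits that left out 1 library (-0.12 to 0.35 for PME, -0.26 to 0.39 for glucanases, -0.14 to 0.03 for lyases). The laccase result under IAA crossed the threshold with no low-count filter (median -1.38, adjusted P = 0.00720). It also did so in 10 of the 18 fits that left out 1 library, with medians from -1.37 to -1.18. These were the fits without mock day 5 replicate 1, 2 or 3, mock day 10 replicate 1 or 3, mock day 15 replicate 2 or 3, or replicate 1 of IAA day 5, replicate 1 of IAA day 10 or replicate 2 of IAA day 15.

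Single members went both ways. Under IAA, 15 laccase genes were called higher and 32 lower, against 13 higher and 40 lower under BAP. Of the PME genes, 17 were higher and 9 lower under IAA and 8 higher and 10 lower under BAP. Of the glucanase genes, 13 were higher and 1 lower under IAA and 2 higher and 4 lower under BAP. For the pectate and pectin lyases the numbers were 10 and 5 under IAA and 6 and 9 under BAP, and for the graft transcription factors 22 and 3 under IAA and 10 and 12 under BAP. The called share was above that of all tested genes (20.8% under IAA, 15.3% under BAP) in each of the 10 tests. It passed Fisher's exact test in 9 of them (largest adjusted P of these 0.00158) and not for glucanases under BAP (26.1%, adjusted P = 0.149). Adjusted over the list alone, 47 laccase, 26 PME, 14 glucanase, 15 lyase and 25 transcription factor genes were called under IAA, the same numbers as over all genes tested. Under BAP the numbers adjusted over the list alone were 53, 18, 6, 15 and 23, against 22 for the transcription factors over all genes tested.

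**Figure D3:**
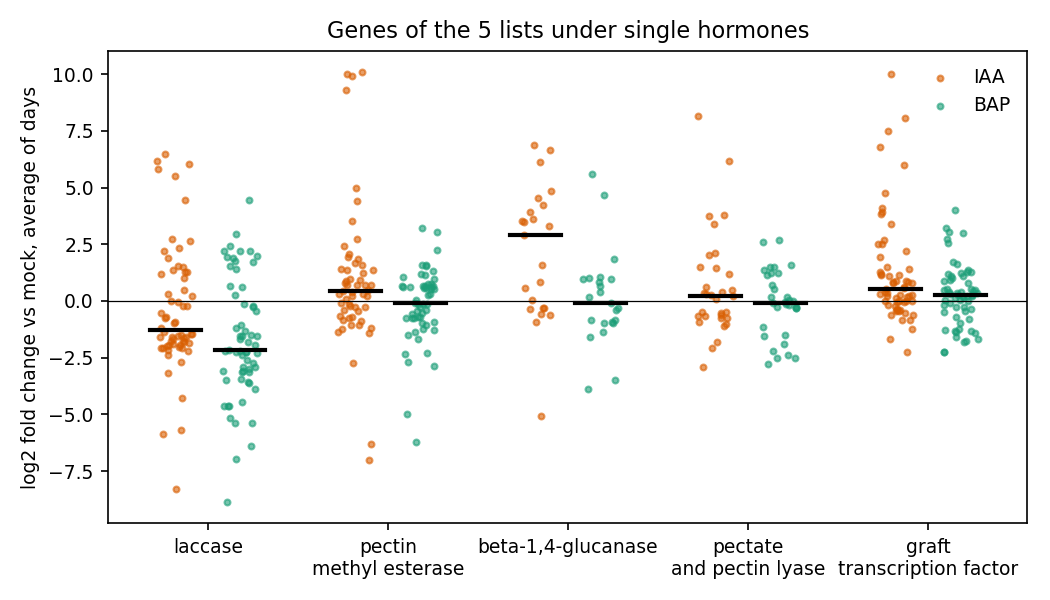
Log2 fold change against mock in the average of days (vertical axis) for each tested gene of the 5 lists, under IAA (orange) and BAP (green), with black bars at the medians. Laccase genes spread to both sides of 0 with medians of -1.29 and -2.18, and the glucanase median under IAA was 2.89.

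Expression of the 14 genes that the study names with an ID was compared between treatments. PaPAT1-like (MA_10426489g0020) was called under neither hormone alone on any day, with log2 fold changes between -0.14 and 0.12. Under BAP+IAA it reached 19.4 ± 2.12 CPM on day 10 (SD, n = 3), against 8.09 ± 0.538 in mock, and the log2 fold change was 1.26 (SE 0.20, adjusted P = 6.25e-06 by edgeR's quasi-likelihood test). On day 15 it was 17.2 ± 1.99 CPM against 8.58 ± 1.15, a log2 fold change of 1.00 (SE 0.20, adjusted P = 0.000126). Its interaction was 1.24 on day 10 (adjusted P = 0.00294) and 1.08 on day 15 (adjusted P = 0.0115). The day 15 calls lay close to the fold threshold. The one against mock was lost without mock day 15 replicate 2 (0.90) or BAP+IAA day 15 replicate 1 (0.91), and that of the interaction without the latter (0.99).

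PaLRP1-like (MA_2299g0010) was higher under IAA on days 5, 10 and 15 by log2 fold changes of 2.86, 3.09 and 2.05, for example 50.3 ± 7.22 CPM against 5.89 ± 1.32 on day 10 (SD, n = 3). Under BAP+IAA the changes of 0.03, 0.10 and 0.45 were not called, and the interaction was -3.21 (SE 0.48), -3.28 (SE 0.44) and -2.18 (SE 0.42), with a largest adjusted P of 0.00101. PaKOR1-like (MA_69345g0010) rose under IAA from 8.12 ± 2.99 to 190.0 ± 29.9 CPM on day 5, and its log2 fold changes were 4.55, 4.77 and 4.31 on the 3 days. Those under BAP+IAA were 2.01, 1.76 and 2.20, and the interaction was -3.06, -3.63 and -3.03 (largest adjusted P = 0.000159). The interaction calls of both genes held in each of the 12 fits per day that left out 1 library. PaLRP1-like was not called under BAP, nor was PaKOR1-like except on day 15 without mock day 15 replicate 3 (1.11) or BAP day 15 replicate 1 (1.23).

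**Figure D4:**
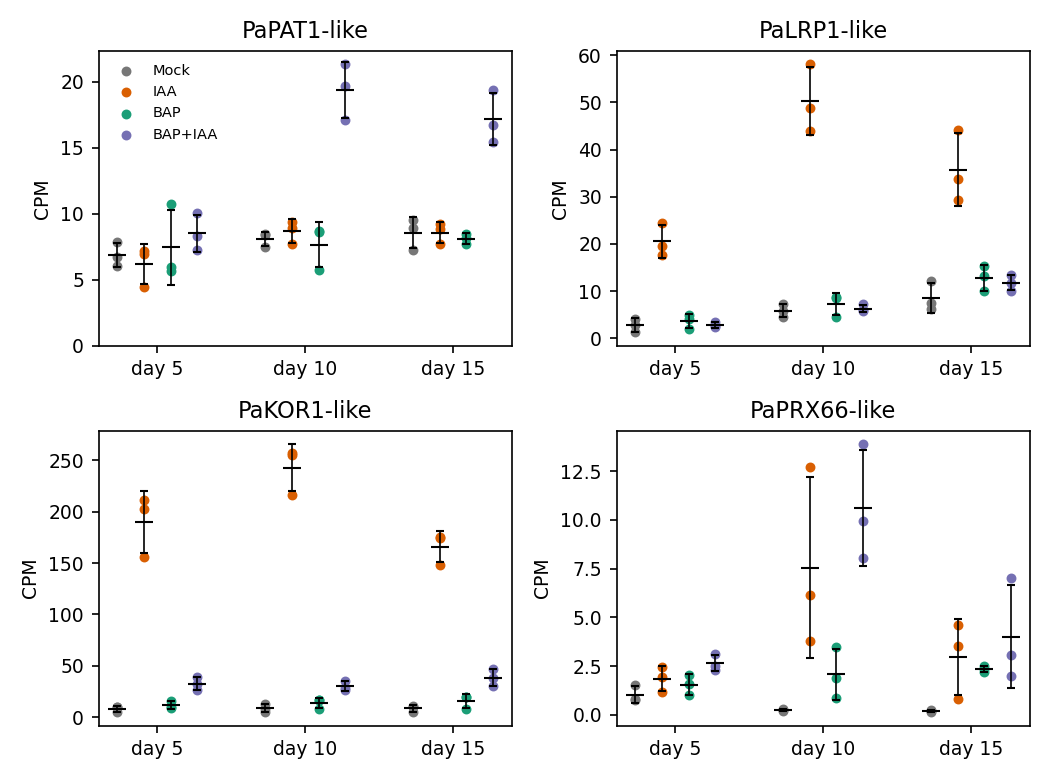
CPM of PaPAT1-like, PaLRP1-like, PaKOR1-like and PaPRX66-like on days 5, 10 and 15, with 1 point per library coloured by treatment and black bars for the mean and SD of 3 libraries. PaPAT1-like is highest in the BAP+IAA libraries of days 10 and 15 (means of 19.4 and 17.2 CPM), and PaLRP1-like and PaKOR1-like are highest in IAA libraries on each day.

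Of the other 11 genes, PaPECTIN LYASE-like (MA_6752784g0010) was higher under IAA by log2 fold changes of 6.09, 6.73 and 5.75 and under BAP+IAA on days 10 and 15 by 2.64 and 4.44. PaERF115-like (MA_10274g0010) had 0 counts in the mock of day 5, against which IAA was at least 119-fold, BAP at least 5.00-fold and BAP+IAA at least 69.5-fold higher. Without mock day 5 replicate 3 these bounds were 73.7, 3.09 and 43.0. That of BAP was 7.52 without BAP day 5 replicate 2, and without BAP day 5 replicate 3 only 3 counts were left under BAP. The BAP call of day 5 was lost without any 1 of the mock day 5 libraries or without BAP day 5 replicate 3 (fitted log2 fold changes of 5.40, 5.40, 5.39 and 3.74). On days 10 and 15 PaERF115-like rose by 4.62 and 6.38 under IAA, 2.78 and 5.67 under BAP and 5.06 and 7.35 under BAP+IAA. The mock libraries of day 10 held from 2 to 12 of its counts each. Without single libraries its day 10 changes ranged from 4.08 to 5.35 under IAA, 2.06 to 3.50 under BAP and 4.51 to 5.79 under BAP+IAA. PaPRX66-like (MA_10431507g0020) rose on days 10 and 15 by 4.83 and 3.91 under IAA, 2.97 and 3.57 under BAP and 5.33 and 4.34 under BAP+IAA. Over the 3 mock libraries of day 15 only 6 counts of PaERF115-like and 9 of PaPRX66-like were found, so these fitted changes are imprecise. On day 5 PaPRX66-like was called only under BAP+IAA (1.35), and this was lost with no low-count filter (1.35) and without mock day 5 replicate 2 or 3 (1.22 and 1.17) or BAP+IAA day 5 replicate 1, 2 or 3 (1.22, 1.39 and 1.45). PaLAC1-like (MA_75861g0010) was not called under IAA, and rose by 3.17 and 5.68 under BAP on days 10 and 15 and by 5.15, 3.05 and 6.46 under BAP+IAA, of which the day 10 call was lost without BAP+IAA day 10 replicate 2 (2.27). Its day 15 changes are imprecise, as mock day 15 held 14 counts, from 0 to 11 per library. Without single libraries they ranged from 5.08 to 7.18 under BAP and from 5.86 to 7.96 under BAP+IAA. The BAP+IAA change of day 5 ranged from 4.70 to 6.05.

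PaWOX13-like (MA_116716g0010) was higher under IAA by 2.24, 1.64 and 1.34 and under BAP+IAA on days 5 and 10 by 1.84 and 1.08, the latter lost without mock day 10 replicate 1 (0.87) or BAP+IAA day 10 replicate 2 (0.78). PaPME5-like (MA_10267810g0010) rose by 1.11, 1.64 and 1.39 under IAA, 1.35, 1.22 and 1.01 under BAP and 1.05 and 1.19 under BAP+IAA on days 10 and 15. These changes lay near the fold threshold, and single libraries decided the IAA call of day 5 (0.94 without IAA day 5 replicate 2), the BAP call of day 15 (0.92 and 0.98 without BAP day 15 replicates 1 and 2) and the BAP+IAA call of day 10 (0.90 without mock day 10 replicate 3, 0.89 without BAP+IAA day 10 replicate 3). PaVND4-like (MA_6777g0010) fell under BAP on days 10 and 15 (-1.47 and -2.14), under BAP+IAA on the same days (-2.01 and -3.15) and under IAA on day 15 (-1.25). Its BAP change of day 5 (-0.89) was called only without mock day 5 replicate 1 (-1.12) or BAP day 5 replicate 3 (-1.02). PaMYB4-like (MA_316475g0010) rose under IAA on days 10 and 15 (1.98 and 1.48) and fell under BAP on day 5 (-1.97). PaWIND1-like (MA_98464g0010) fell under IAA on days 5 and 10 (-2.24 and -3.08), the former lost without IAA day 5 replicate 2 (-1.85). Under BAP+IAA it was called on day 15 only without mock day 15 replicate 2 (-2.01) and by DESeq2 (-1.62). PaAPL-like (MA_201937g0010) and PaCDKB2;2-like (MA_920994g0010) passed both thresholds in no hormone comparison, although PaCDKB2;2-like was higher under BAP by 0.76, 0.76 and 0.48 (largest adjusted P 0.00125), under BAP+IAA by 0.72, 0.75 and 0.35 (largest adjusted P 0.0108) and under IAA on days 5 and 10 by 0.62 and 0.57 (adjusted P 3.11e-05 and 0.000126). On day 15 its IAA change was 0.19 (adjusted P 0.192).

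By the rule for genes given by ID, the largest changes among 1506 eligible genes that rose under IAA were those of MA_4984597g0010 (32383 counts over 9 IAA libraries and 2 over 9 mock libraries, a ratio of 15158 with a 95% counting interval of 4196 to 125169) and MA_186946g0010 (46110 and 4 counts, a ratio of 10792, interval 4215 to 39609). The former ratio was 27395 (interval 4916 to 1082070) without mock day 5 replicate 2 and 26720 (4795 to 1055430) without mock day 15 replicate 1. All 4 mock counts of the latter gene were in mock day 15 replicate 1, without which it was at least 12682-fold higher over the 3-count floor. Among 1232 genes that fell, MA_10426531g0010 had 0 counts under IAA and 698 in mock (at least 249-fold lower), and MA_175194g0010 had 4 and 2311 (log2 ratio -9.27, and -10.13 without IAA day 5 replicate 1). Under BAP, among 540 genes that rose, MA_83718g0010 had 618 counts and 0 in mock (at least 201-fold higher), and MA_584053g0010 had 2801 and 5 (a ratio of 547, interval 234 to 1685, and 824 without mock day 10 replicate 1). Among 1345 genes that fell, MA_132857g0010 had 0 counts under BAP and 531 in mock (at least 181-fold lower), although its mock libraries of day 5 ranged from 0 to 173 counts. MA_10313526g0010 had 22 and 7135 counts (log2 ratio -8.38). Each ratio was scaled by library size, and each of these 8 genes was called on all 3 days under its hormone.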

Values the study reported

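From the genes called in the hormone-treated hypocotyls, the study reported 2,598 genes induced and 2,013 genes repressed by auxin. For cytokinin it reported 710 induced and 978 repressed genes.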

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

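The random reassignments of day labels, the share of counts held by the 10 genes of highest count, the fits to thinned libraries and the share of genes that also changed in mock were chosen as tests only after the data were seen.

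The response to each hormone differed between day 5 and day 15 when the difference itself was tested with edgeR's quasi-likelihood test. It did so in 3266 genes for IAA, 484 for BAP and 1233 for BAP+IAA. The effect was smaller on day 15 than on day 5 in 74.5% of these genes for IAA, 12.6% for BAP and 32.0% for BAP+IAA. The fitted effects of the 2 days had opposite signs in 1699, 189 and 429 of the genes, which counts effects near 0 as well. A change of the mock libraries alone would leave few of these genes different between the treated libraries themselves, but 82.2%, 78.7% and 74.0% were also called in the same direction between day 5 and day 15 of the treated libraries, and 4.26%, 8.26% and 11.2% were called in either direction between the mock libraries of these days. Depth did not account for the counts, as 3153, 482 and 1154 genes were called after every library was thinned to the lowest total. The 10 genes of highest count took at most 5.75% of a library. Of 40 assignments of the day labels within treatments, the real one included, 1 gave as many genes for BAP and 1 for BAP+IAA. The draws mix the days of each treatment, so this count excludes only day labels without any effect. For IAA 2 of the 40 did so, and this count by itself did not exclude chance. The other draw, with 3615 genes, placed all 3 IAA libraries of day 5 under day 15 and set 2 IAA libraries of day 10 and 1 of day 15 against them, so it exchanged the labels of the real contrast. The BAP count also rested on single libraries (288 genes without BAP day 5 replicate 1, 314 without BAP day 15 replicate 2 and 254 without BAP day 15 replicate 3). GC content, gene length and reads shared between paralogs were not analysed here. The labels give no batch. A batch that shifted all libraries of a day alike on the log2 scale would cancel from this difference by construction. A batch that parts the treated from the mock libraries of a day was not tested and stays open, as does a change of the hormone response with time.

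The same test between day 5 and day 15 picked out 6 changes in 5 single genes. For 4 of them the call depended on which library was left out, each in 12 fits. PaWOX13-like under BAP+IAA changed by -1.68 on the log2 scale (adjusted P = 0.0323), and the call was lost in 7 fits: without mock day 5 replicate 1 or 2 (-1.49 and -1.57), BAP+IAA day 5 replicate 1 or 3 (-1.63 and -1.61), mock day 15 replicate 1 or 2 (-1.52 and -1.63) or BAP+IAA day 15 replicate 2 (-1.31). PaPRX66-like under IAA changed by 3.04 (adjusted P = 0.0235), and this was lost in 5 fits: without mock day 5 replicate 1 (2.65), IAA day 5 replicate 1 (2.81), mock day 15 replicate 1 or 3 (2.99 and 2.90) or IAA day 15 replicate 3 (2.60). PaVND4-like under IAA changed by -1.09 (adjusted P = 0.0354). It was lost with no low-count filter (-1.08) and in 7 fits: without mock day 5 replicate 1 (-0.85), IAA day 5 replicate 1 or 2 (-1.05 and -1.07), mock day 15 replicate 1 or 3 (-1.05 and -1.08) or IAA day 15 replicate 1 or 3 (-0.94 and -1.03). PaMYB4-like under IAA changed by 1.67 (adjusted P = 0.0241) and was lost in 6 fits: without mock day 5 replicate 2 or 3 (1.41 and 1.52), IAA day 5 replicate 1 or 3 (1.57 and 1.42), mock day 15 replicate 1 (1.50) or IAA day 15 replicate 1 (1.49). No direction changed in these fits, and no explanation was tested for these genes one by one.

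The other two changes were called in each of the 12 fits that left out 1 library and in the other alternatives run on them. PaVND4-like under BAP+IAA changed by -2.71 (SE 0.37, adjusted P = 2.20e-05), from -2.92 to -2.41 without single libraries. MA_10313526g0010 under IAA changed by 7.0 (adjusted P = 3.21e-06). It had 2 counts over the 3 IAA libraries of day 5 and 1350 over those of mock, a ratio of 0.00139 scaled by library size (95% counting interval 0.000168 to 0.00502), against 772 and 3471 counts on day 15, a ratio of 0.209 (0.193 to 0.226). Both counts of IAA day 5 were in replicate 2, without which it was at least 265-fold lower than mock on that day. The fitted value of 7.0 depends on the prior count and is no bound. PaVND4-like rose in mock from a mean of 41.5 (SD 12.7) to 79.0 CPM (SD 3.80) and fell under BAP+IAA from 30.5 (SD 1.37) to 8.93 CPM (SD 3.52). Handling that moved all libraries of a day alike would cancel from both differences by construction. A batch that parts the treatments within a day was not tested for these genes.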

How the results depend on the processing

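Thinning the libraries to the lowest total was chosen only after the data were seen, and the other alternatives were not. No result reversed its direction past the threshold.

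RLE size factors left 284 results as they were and brought 1 result, for a single gene, past its threshold. Thinning left all 22 counts within 1.5 times, as did the fits to the 12 libraries of the day (12 counts) and to the 6 libraries compared (9 counts) and the other definition of the hormone sets (8 counts). The variance shares kept to within their spread with 5000 genes and with prior counts of 0.5 and 10, whereas with the 500 most variable genes the treatment by day share was 9.36%, and the cause was not tested. With no low-count filter, 13 genes were called between mock day 10 and day 5 and the laccases under IAA passed (-1.38). It also took 4 results of single genes below the threshold: PaPRX66-like under BAP+IAA on day 5 (1.35) and in the interaction on day 10 (-2.47), PaPECTIN LYASE-like in the interaction on day 5 (-5.55) and the change of the PaVND4-like response to IAA (-1.08). The cause was not tested for any of these.

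An adjusted P below 0.01 is stricter by construction. It left 1 and 170 genes between mock day 10 or 15 and day 5, 1811, 2051 and 1480 interaction calls on days 5, 10 and 15, and 2036, 163 and 658 genes whose response to IAA, BAP and BAP+IAA changed with time. The other 22 counts stayed within 1.5 times.

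TREAT also calls fewer genes by construction, since the whole fold threshold has to be exceeded beyond error. On days 5, 10 and 15 it called 4701, 3603 and 2780 genes for IAA, 676, 1673 and 2788 for BAP and 4236, 4393 and 5131 for BAP+IAA. In the average of days it called 4910 genes for IAA, 3111 for BAP, 3224 for BAP+IAA against IAA and 1941 for BAP+IAA against BAP. It called 0 genes between mock day 10 and day 5, where 3667 genes had an unadjusted P below 0.05 by the quasi-likelihood test and DESeq2 called 188, and 23 between mock day 15 and day 5. Interaction calls were 330, 1100 and 797, and 809, 19 and 263 genes changed their response to IAA, BAP and BAP+IAA with time. Auxin-induced genes of all days were 572, auxin-repressed genes 909 (any day) and 144 (all days), cytokinin-induced genes 186 and 65, and cytokinin-repressed genes 227 and 65. The share called higher moved by more than 10 points for IAA on day 15 (77.9%, from 62.2%), mock day 15 (47.8%, from 70.9%), the interaction on days 10 and 15 (32.5% and 21.7%, from 45.2% and 35.5%) and the response to IAA (82.7%, from 69.3%) and BAP+IAA (20.2%, from 43.6%).

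DESeq2 called 188 genes between mock day 10 and day 5 (77.1% higher, from 50%), 762 between mock day 15 and day 5, and 973 for the change of the BAP response with time. It also brought 10 results of single genes past the threshold and took none below it, and the cause was not tested. For the lists, fry brought the laccases (-1.29), PME genes (0.42) and pectate and pectin lyases (0.23) under IAA past the threshold. An estimated correlation took the glucanases under IAA (2.89) below it. The fry results answer another question. It tests whether the genes of a list change at all, whereas camera tests whether they change more than other genes. The test with an estimated correlation differs from the main one only in that correlation.

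With the replicate number as a block, 42 genes (73.8% higher) were called between mock day 10 and day 5 and 717 between mock day 15 and day 5. PaPRX66-like lost (-2.44) and PaWIND1-like gained (3.23) an interaction call on day 10, and no other call changed with the block. Correlations of deviations from the group means were above 0.1 in 23 of 54 pairs of libraries of the same day and number (median 0.0872). For libraries of another number and group the median was -0.0335. This difference was not tested, so a weak effect shared by libraries of the same number was neither shown nor excluded.

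Leaving out 1 library in turn moved few of the results. The change of the BAP response with time ranged from 254 to 683 genes, with 288 without BAP day 5 replicate 1, 314 without BAP day 15 replicate 2 and 254 without BAP day 15 replicate 3. The mock day 10 comparison ranged from 1 to 36 genes. It gave 7, 3 and 36 without mock day 5 replicates 1, 2 and 3 and 11, 1 and 13 without mock day 10 replicates 1, 2 and 3. The mock day 15 comparison ranged from 110 to 399 genes, with 110 without mock day 5 replicate 1 and 157 and 261 without mock day 15 replicates 2 and 3. The laccases under IAA had medians from -1.37 to -1.18 in the 10 fits of 18 in which they passed. With 2 libraries left in a group, the spread was pooled over all groups. Of 242 tests of named genes, 3164 alternative fits gave 3059 on the same side of the threshold, 76 below it, 29 newly past it and 0 reversed. Among the 2196 of these that left out 1 library, 88 changed. At these depths a gene near 0 counts in mock gives only a lower bound or a wide interval, whereas thinning to the lowest total changed no count beyond 1.5 times.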

Other observations

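The reassignments of treatment and day labels (40 draws, not 100), the test of marker genes of IAA, the direct comparison with BAP+IAA, the slopes with separate mock libraries and the thinned fits were chosen as tests only after the data were seen.

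How often other assignments of the labels gave a result as large was counted for each comparison. The 6 libraries of 1 day and 1 comparison can be split in 10 ways, so no share under 0.05 can be reached and chance cannot be excluded by this count. The real split was the only 1 of 10 with as many genes in each of the 9 comparisons of a hormone with mock and between mock day 15 and day 5, and 2 of 10 splits did so between mock day 10 and day 5. Only the real assignment (1 of 40) gave as many genes for the averages of days and for BAP+IAA against each single hormone. So it was for the interaction on each day and the 8 hormone sets. The draws mix all treatments of a day, so this count excludes only labels without any treatment effect. It is no test of the interaction, the sets or the second hormone by themselves. For glucanases (1 of 40) and transcription factors (1 of 40) under IAA and laccases (1 of 40) under BAP, only the real assignment gave as small a P. For laccases, PME genes and lyases under IAA, 20, 9 and 30 of 40 assignments gave as small a P. Under BAP, 31, 37, 35 and 28 did so for PME genes, glucanases, lyases and transcription factors. Chance was not excluded for these lists. Since libraries of other hormones stand in the draws as hormone or mock, the draws carry hormone effects and these shares do not measure chance.

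The BAP by IAA interaction was opposite in sign to the sum of the single effects in nearly all called genes (98.0%, 90.3% and 91.5% on days 5, 10 and 15). In simulated counts with additive effects edgeR called a mean of 0 interactions on each day, with 1698, 1835 and 1819 genes at an unadjusted P below 0.05 (DESeq2 was not run on them), so noise and low counts under additive effects do not give these calls. The additive expectation was at least 10 counts per library in 84.1%, 87.4% and 91.4% of the called genes. This does not exclude a floor at low counts. Mock counts at or near 0 raise the expectation, so genes with such a floor in mock also pass. Noise shared between the interaction and the single effects was tested by taking the signs from a replicate that was left out of the interaction test, and the share opposite in sign was still at least 90.0%, 82.5% and 87.2%. A candidate explanation is a response to both hormones that is less than additive on the log2 scale, for example through saturation of shared targets. The mechanism, and whether one hormone changes the uptake of the other from the paste, was not tested.

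The slope on the IAA effect in BAP+IAA was lower on days 10 and 15 (0.36) than on day 5 (0.62). The mock libraries shared by the effects gave mean slopes of 0.34, 0.34 and 0.33 in simulations without any change. The level of 0.36 by itself therefore does not show a weight of IAA. With a separate mock library for each effect, the mean slope was 0.588 on day 5 (0.522 to 0.692 over 6 assignments). It was 0.339 on day 10 (0.286 to 0.377) and 0.316 on day 15 (0.299 to 0.328). These values argue against the shared mock libraries as the source of the fall or of the level on the later days. Noise would have to lower the slope in additive simulations, where it was at least 0.934 on days 10 and 15. After thinning the slope of day 15 was 0.356, so depth is argued against as well. The IAA effect was as reproducible between separate replicates on day 15 (r = 0.839 across genes) as on day 5 (0.842). In contrast, the rise of the slope on the BAP effect from 0.56 to 0.88 may partly be noise, as the additive simulations gave 0.774, 0.834 and 0.883. Between day 5 and day 15 the response to IAA changed in 3266 genes and that to BAP+IAA in 1233 genes. Which of these changes lowers the slope was not tested, nor was a batch that parts the treatments within a day.

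Most genes called under both hormones had the same direction. Reads or tissue from IAA libraries in BAP libraries would bring every gene that is near 0 in mock and high under IAA to 1 share of its IAA level. Over 322 such genes (log2 fold change above 5 under IAA on all days) the median was at most 0.305% of the IAA level in any BAP library, whereas their summed counts stood at 4.89% to 21.8% of it. Such a mixture is therefore argued against, and some of these genes were raised under BAP while most were not. A response shared by both hormones, or to the altered tissue that follows either treatment, may be the source, and which of these holds was not tested.

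The sets of hormone-responsive genes rest on a threshold crossed under 1 treatment and not under another. In the direct comparison 62.6% of the any-day genes, summed over the 4 sets, differed from BAP+IAA, from 39.4% of the cytokinin-induced to 73.0% of the auxin-induced genes. For the remaining 2180 a true difference and a crossing of the threshold cannot be told apart, since a difference that is not called is not shown to be absent. The sets called on all days held 889 and 474 genes for IAA (induced and repressed) and 234 and 385 genes for BAP. They keep genes that were called under BAP+IAA on some but not all days. In the same order, 86.2%, 65.6%, 71.8% and 60.3% of them differed from BAP+IAA in the direct comparison. The low share of the cytokinin-induced genes thus depends on the any-day rule. Each all-days set is smaller than the value quoted from the study above. The any-day sets held 2490, 1867, 637 and 837 genes in the same order, nearer to the quoted values. Which rule those values follow is unclear.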
